A study of Mus musculus with 2 samples. Its data were reported in "SOX11 and SOX4 drive the reactivation of an embryonic gene program during murine wound repair" (2019).

How the data were processed

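RNA from epidermal cells of mouse embryos at embryonic day 13.5 (E13.5) was compared with RNA from basal epidermal cells of pups at postnatal day 4 (P4; the sample labels give day 4.5) on 2-colour Agilent gene expression arrays. In the study's methods, cells were sorted on a green fluorescent histone driven by the keratin 14 promoter. E13.5 skin was dissociated whole with trypsin, whereas P4 skin was first treated with dispase, an enzyme that frees the epidermis from the dermis. The study's results text also names selection on α6-integrin. Per the labels, the strain was CD1, no reporter line or sorting is named, and the RNA input was larger than in the methods, so that these samples were sorted this way rests on the study's text. Each of the 2 arrays carried both RNAs, one labelled with the dye Cy5 and the other with Cy3, and the arrays are biological replicates 1 and 2. Per the labels, E13.5 RNA carried Cy5 and P4 RNA carried Cy3 on both arrays. The methods mention a colour swap, but the log2 ratios of both arrays ran the same way without a change of sign, so developmental stage and dye cannot be separated in these 2 arrays. The ComBat step named in the methods to remove a dye effect was not applied for this reason.

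The deposited scanner files hold, for each spot, the median and mean fluorescence intensity and the median local background in each dye, as written by Agilent Feature Extraction 10.7.3.1 per the file headers. They also hold a log10 ratio of red over green that, per the file headers, the scanner software computed after its own background and dye correction. A table of processed values deposited by the authors holds 1 column of log2 ratios per array. Its scale was found by comparison with the scanner files. After the steps below, the recomputed log2 ratios of the 55676 probes correlated with it at r = 0.99999 on both arrays (across probes, which are not independent replicates), and the SD of the difference was 0.0032 in replicate 1 and 0.0037 in replicate 2. The deposited log2 ratios therefore show no further change for dye in these columns.

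Each array has 62976 spots. Of these, 3671 are controls and 59305 carry 55681 gene probes, each a 60-base sequence. Median spot intensities were corrected for background with the normexp model and an offset of 16, fitted on all spots, in limma 3.58.1 under R 4.3.3. Log2 ratios were normalized within each array by loess on the gene spots. Outlier spots marked by the scanner software (177 gene spots in replicate 1 and 213 in replicate 2) were left out. Ratios were expressed as E13.5 over P4 and averaged over spots of one probe. The 5 probes without a value on both arrays were dropped. lmFit with an intercept only and eBayes gave a moderated test per probe, with 1 residual and 6.58 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all probes. A probe was called at a log2 ratio of at least 1.5 in either direction and an adjusted p under 0.05, as in the study's methods. SE is the standard error from limma, and SD is that of the 2 array values.

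Gene names were taken from the RefSeq accession of a probe through a table of GRCm38.p6 (27509 probes) or else from the name in the file (3537 probes with a name in that table and 2210 with a name that is only in the file). The other 22425 probes have no gene name. Probe coordinates are those of the files, in build mm9, and are absent for 575 probes. No mm9 annotation was used here, so the position of a probe relative to exons and untranslated regions was not analysed. A gene was represented by its brightest probe, by mean intensity over both arrays. Flg was read from probes that the file describes as filaggrin and that carry an Ensembl transcript in place of a symbol. A probe counted as measured in a stage when most of its spots were marked well above background in that dye. Where a probe was well above background in 1 stage on both arrays and in the other stage on neither, only a lower bound of the fold is given. It sets the mean log2 intensity of the bright stage against, on each array, the higher of the dim probe's own value and the lowest value of any probe well above background in that dye, after loess and Aquantile normalization. These bounds are open to dye bias, since the dyes were not swapped.

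The named genes were fixed before the data were examined. They are the SOXC genes Sox11, Sox4 and Sox12, the genes Fscn1, Fblim1, Lgals1, Tmsb10, Krt5, Krt14, Krt1, Krt10, Krt8, Krt18, Lor, Flg, Ivl, Casp14, Cdsn, Dsg1a, Tcf7l1 and Tcf7l2, and the highest and lowest Sox gene. To these a rule added the 5 genes with the largest log2 ratio in each direction among called probes measured in both stages on both arrays, and the 3 genes with the largest bound in each direction. Genes named outside this rule were chosen after their values were seen. Gene lists were also fixed beforehand. They comprise 11 lists tested as 1 family with camera at a preset inter-gene correlation of 0.01 (genes of the epidermal differentiation complex, positively and negatively regulated targets of SOX11 and SOX4, Sox, collagen, S100a, ribosomal protein, cell cycle, basal keratinocyte, suprabasal keratinocyte and simple epithelial keratin genes) and 8 lists of other cell types (erythroid, dermal fibroblast, endothelial, melanocyte, leukocyte, skeletal muscle, Schwann and hair follicle), with Y-linked genes and Xist. A second mesenchymal list and a liver list were written after the main results had been seen and before their own values were read.

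The pipeline was tested on simulated data built from the intensities and replicate spread of the 55676 probes for E13.5 against P4 on 2 arrays. The changed probes were drawn only from those measured in both stages on both arrays, so recovery of dimmer probes was not tested. Noise was drawn for each probe on its own, with a smooth dye trend over intensity. Dye bias of single probes and correlation between genes were not simulated, so the counts of false calls do not cover them. With 200 probes changed by 2.5 on the log2 scale, 199 were recovered and there were 0 false calls. With 5000 changed, 3750 of them higher, 4998 were recovered with 0 false calls, 163 unchanged probes passed the adjusted p without a fold threshold, and 1 of 20 random lists passed camera. With no change, 0 probes were called, 0 passed the adjusted p without a fold threshold, and 0 of 20 random lists passed camera.

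Alternatives covered the background offset, no background subtraction, the mean spot intensity, median centring, the scanner log ratios, the deposited processed values, outlier spots kept, a filter on dim probes, each array alone, the variance model, unpaired single channels, the thresholds, the averaging of probes and the gene list test. A shift of each array by its spike-in fit, median centring of the spike-ins, and the scanner log ratios of probes above background were added after the data had been seen. Both arrays lie on 1 slide and were read in 1 scan, so no slide or scan batch could be tested. On arrays, precision is limited by their number, here 2. No spot was saturated. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.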

Results

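To ask which transcripts differ between embryonic and postnatal epidermis, epidermal cells at E13.5 were set against basal epidermal cells at P4. Transcripts were profiled on 2 arrays, each of which measured the ratio of E13.5 to P4 RNA for one pair of biological replicates (n = 2). The median spot intensity was 90 in the E13.5 dye and 47 in the P4 dye in replicate 1, and 88 and 45 in replicate 2. The median local background was 61 in the E13.5 dye on both arrays, and in the P4 dye it was 26 in replicate 1 and 23 in replicate 2. In replicate 1, 48.5% of the 55681 probes were well above background at E13.5 and 41.2% at P4. In replicate 2 these shares were 47.4% and 40.3%. Over both arrays, 20822 probes were measured in both stages, 3287 only at E13.5, 470 only at P4 and 26852 in neither.

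The log2 ratios of the 2 arrays correlated across the 55676 tested probes (Pearson's r = 0.85, Spearman's rho = 0.63) and more closely across the 20822 probes measured in both stages (r = 0.93, rho = 0.87). Probes are not independent replicates, and these values describe the pair of arrays. The SD of the difference between arrays was 0.38 over the probes measured in both stages. The difference was also set against the noise between spots. Among 231 such probes with 10 spots each, the median difference between arrays was 0.16 on the log2 scale, whereas the spot noise expected for it was 0.035, and 74.5% of these probes differed by more than 2 times their spot noise. The arrays therefore differed by more than the noise between spots. Separate labelling and hybridization of one RNA could do the same, so they were treated as 2 biological replicates because the labels state it.

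At a log2 ratio of at least 1.5 and an adjusted p under 0.05 in limma, 1202 probes were higher and 1587 were lower at E13.5, so that 43.1% of the called probes were higher. Both arrays had the same sign for 100% of the called probes, and each of the 38 named genes had the same sign on 2 of 2 arrays. A call rests on the mean and spread of these same 2 arrays, so the shared sign of called probes follows largely from that choice. Of the higher probes, 675 were measured in both stages on both arrays, 443 only at E13.5, and 84 on some arrays. Of the lower probes, 1263 were measured in both stages, 228 only at P4, and 96 on some arrays. Taking the brightest probe of each of 24325 genes, 864 genes were higher and 1146 were lower at E13.5. The split between directions depended on where the ratios were centred. Loess sets the ratio of the typical gene to 0 at each intensity. With median centring, 3171 probes were higher and 969 were lower, and 76.6% of the calls were higher. With each array shifted by its spike-in fit, 18238 probes were higher and 529 were lower, and 97.2% of the calls were higher. This last shift raised the median log2 ratio of all probes to 1.34 from -0.01. It also moves the 26852 probes above background in neither stage, so its count of higher probes may include probes without a measured change. Changes below are relative to the loess centre. Of the 667 called genes with several probes, 71 (10.6%) had a probe of the opposite sign, and in 2 genes, Kcna6 and Nlrp1a, probes were called in both directions.

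**Figure D1:**
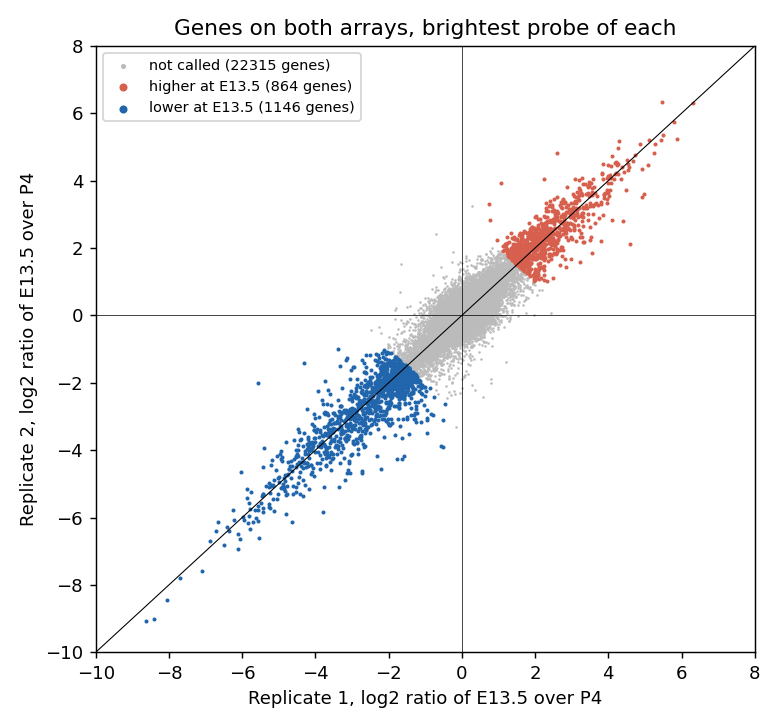
Log2 ratio of E13.5 over P4 in replicate 1 (x axis) against replicate 2 (y axis), 1 point per gene (its brightest probe), with the line of equality. The 864 genes called higher (red) and the 1146 called lower (blue) lie along the line, on the same side of 0 on both arrays.

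Among genes measured in both stages, the largest increases at E13.5 were in Hmga2 (chromosome 10, probe at 119798739 to 119798798 in mm9; log2 ratio 5.91 ± 0.62 SD, n = 2, adjusted p = 4.4e-06) and Dlk1 (chromosome 12, 110698721 to 110698781; 5.76 ± 0.05, adjusted p = 2.7e-06). Col3a1 (chromosome 1, 45405589 to 45405648) followed at 5.56 ± 0.45, then Hic1 (chromosome 11, 74978107 to 74978166) at 5.42 ± 0.09 and Col1a1 (chromosome 11, 94813115 to 94813174) at 5.32 ± 0.17. Col3a1 and Col1a1 are on the list of dermal fibroblast genes taken up below, so mesenchyme RNA in the E13.5 samples may add to their ratios. Another probe of Dlk1 gave a smaller log2 ratio of 2.64. Other probes of Hmga2 and Hic1 were above background only at E13.5 and were also called higher. The largest decreases lay in a cluster of stefin A genes on chromosome 16. Stfa3 (36450693 to 36450752) had a log2 ratio of -8.85 ± 0.33 (adjusted p = 1.7e-06), Cstdc5 (36359525 to 36359584) of -8.71 ± 0.41, Stfa1 (36285398 to 36285457) of -8.26 ± 0.27 and Cstdc6 (36334350 to 36334409) of -7.74 ± 0.06. These genes are closely related in sequence, so the value of each copy is uncertain. Ptgs1 (chromosome 2, 36107644 to 36107703) was next at -7.34 ± 0.35. These 10 genes kept their call under each change of processing that was tested for them, except the scanner log ratios of all probes, where no gene was called. The mean of all probes and other thresholds were not run for these genes. Among probes above background only at E13.5, the bound at an offset of 16 was 36.3-fold for Akap12, 24.6-fold for Sfrp2 and 24.6-fold for Afp. A dimmer probe of Akap12, also above background only at E13.5, was not called. These 3 bounds equal the fitted ratios at an offset of 16. At an offset of 16, the log2 ratio of Afp was 4.28 in replicate 1 and 4.96 in replicate 2. With an offset of 50, the fitted log2 ratios of the 3 genes fell to 4.42, 3.86 and 3.67, so the bounds rest on the offset and on the mean of both arrays. Among probes above background only at P4, the bound at an offset of 16 was 91.3-fold lower at E13.5 for Krt6b. It was 47.2-fold for Defb6 and 46.6-fold for Bbox1. On the log2 scale these bounds were 6.51, 5.56 and 5.54. With an offset of 50, the fitted log2 ratios were -5.71, -5.16 and -4.88, so these bounds rest on the offset as well. A dimmer probe of Krt6b was above background in both stages, with a log2 ratio of -2.87, so the bound holds for 1 probe and not for the gene. Krt6b has close paralogs among the keratin 6 genes, and its value is uncertain for this reason.

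The members of the Sox family of transcription factors, of which the study followed Sox11, were compared. Sox11 ranked 1 of the 19 Sox genes on the array. Its brightest probe (chromosome 12, 28020087 to 28020146) had a log2 ratio of 3.43 ± 0.22 (SD, n = 2, SE 0.17, adjusted p = 1.2e-05), or 10.8-fold, and was well above background at E13.5 on both arrays and at P4 on 1 of 2. Its other probe, above background only at E13.5, was also called higher. Sox12 (chromosome 2, 152220036 to 152220095) was also called higher, at 1.89 ± 0.16 (SE 0.17, adjusted p = 0.00017), and it too was above background at P4 on 1 of 2 arrays. With an offset of 50 in the background correction, Sox12 fell to 1.42, under the fold threshold. Sox4 (chromosome 13, 29040826 to 29040885), above background in both stages on both arrays, had a log2 ratio of 1.03 ± 0.38 (SE 0.19, adjusted p = 0.0070), or 2.04-fold. It passed the adjusted p but not the fold threshold, and its other probes gave 0.84 and 0.52. Sox4 was past the threshold with median centring (1.85) and with the spike-in shift (2.37). At the other end, Sox7 (chromosome 14, 64569419 to 64569478) was the lowest Sox gene at -5.04 ± 0.35 (adjusted p = 4.0e-06), and Sox21 (-3.72) and Sox15 (-2.42) were also called lower. The remaining 14 Sox genes, Sox4 among them, were not called, and 4 of them (Sox3, Sox8, Sox17 and Sox30) were above background in neither stage. Under the scanner log ratios of all probes, Sox11 (4.64) and Sox12 (2.85) no longer passed the adjusted p. Sox11 stayed at rank 1 under the alternatives for which the rank was computed.

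**Figure D2:**
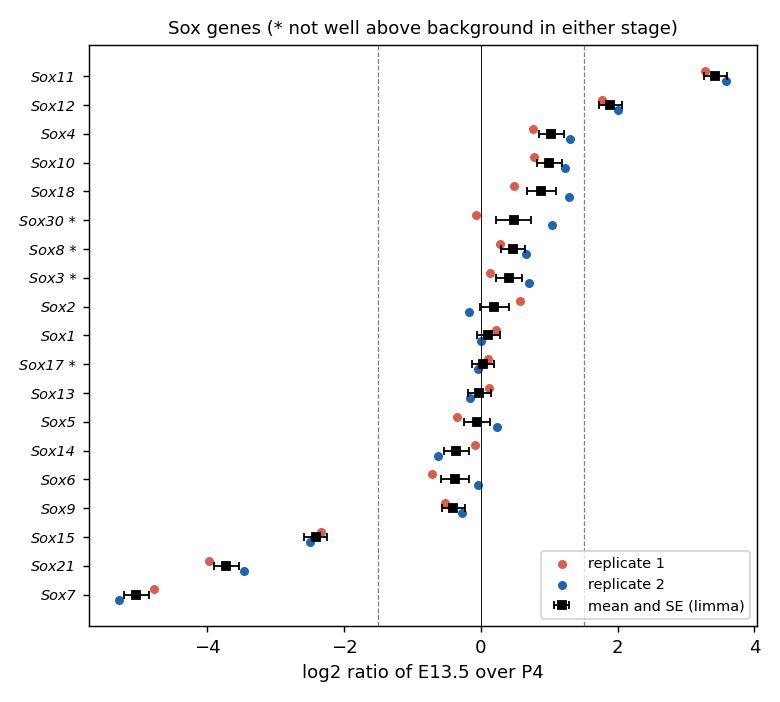
Log2 ratio of E13.5 over P4 (x axis) for the 19 Sox genes (y axis), with both replicates as points, the mean as a square, its limma SE as a bar and the fold threshold as dashed lines. Sox11 lies highest at 3.43 and Sox7 lowest at -5.04.

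The study lists 25 genes as positively regulated targets of SOX11 and SOX4 that are also higher in embryonic cells. Since these samples were used in that choice, they are not independent evidence. All 25 had a positive log2 ratio, with a median of 2.07 (1.97 in replicate 1 and 2.22 in replicate 2). Of these, 16 were called higher over all probes, and 16 adjusted over the list alone. At a linear 1.5-fold threshold and the same adjusted p, 25 of 25 were called higher, Fscn1 among them. The alternative that moved this median most was the spike-in shift, at 3.42. Fblim1, which encodes a filamin-binding protein of focal adhesions, had a log2 ratio of 2.38 ± 0.09 (SD, n = 2, adjusted p = 4.9e-05). Fscn1, which encodes an actin-bundling protein, had 1.34 ± 0.03 (adjusted p = 0.00087) and did not reach the fold threshold. It was past the threshold with median centring (2.09), with the spike-in shift (2.68) and with the scanner log ratios of probes above background (1.59). Lgals1 (2.07 ± 0.39) and Tmsb10 (1.59 ± 0.21) were called higher. The 4 negatively regulated targets (Chit1, Rasgrp1, Slco3a1 and Camta1), which the study also chose partly on these samples, were all called lower, over all probes and adjusted over the list alone, with a median of -2.96.

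To follow epidermal differentiation, markers of each layer were compared. The epidermal differentiation complex is a cluster of genes for cornified envelope proteins. Of its 47 genes with a value, 29 were called lower, over all probes and adjusted over the list alone, and 0 were called higher. The median log2 ratio was -1.83 (-2.14 in replicate 1 and -1.36 in replicate 2). Only 14 of the 47 genes were measured in both stages, 13 were above background only at P4 and 14 in neither. With genes at their bound and those above background in neither stage left out, the median of 33 genes was -2.71. The median of all 47 genes was -0.49 with the spike-in shift. When only probes above background were used, the median of the list was -3.28. The Lce and Sprr genes of this list are near-identical copies, and their single values are uncertain. In the outermost layers, Flg was at -6.67 ± 0.16 (SD, n = 2, adjusted p = 2.3e-06), with -7.68 and -4.95 at its other probes, Cdsn at -5.02 ± 0.17, Lor at -4.49 ± 0.23, Ivl at -4.34 ± 0.18 and Casp14 at -3.41 ± 0.14. The suprabasal keratins Krt1 (-5.81 ± 0.27) and Krt10 (-3.30 ± 0.01) and the desmoglein Dsg1a (-4.02 ± 0.11) were lower as well, and 10 of 12 suprabasal keratinocyte genes were called lower. The basal keratins were lower at E13.5 as well. Krt5 had a log2 ratio of -2.00 ± 0.04 (adjusted p = 0.00011), with -3.13 at its other probe, and Krt14 of -2.17 ± 0.04 (adjusted p = 7.4e-05). Neither passed the fold threshold with median centring (-1.09 and -1.27) or with the spike-in shift (-0.65 and -0.83). Of 12 basal keratinocyte genes, 8 were called lower. Among these, Itga6 and Dst each had another probe with a positive log2 ratio, up to 1.18 and 0.97.

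Markers of the single-layered embryonic ectoderm were higher at E13.5. Krt18 had a log2 ratio of 3.31 ± 0.35 (SD, n = 2, adjusted p = 1.8e-05) and Krt8 of 2.24 ± 0.51 (adjusted p = 0.00023). All 4 simple epithelial keratins were called. Tcf7l1 (0.97 ± 0.09, adjusted p = 0.0045) and Tcf7l2 (0.69 ± 0.35, adjusted p = 0.037) did not reach the fold threshold, and the probes of Tcf7l2 ranged from -0.11 to 0.71. Tcf7l1 was past the threshold with median centring (1.52), with the spike-in shift (2.32) and with the scanner log ratios of probes above background (1.59), and Tcf7l2 with the spike-in shift alone (2.03).

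Across the 11 gene lists tested together, 9 passed camera with a preset correlation after Benjamini-Hochberg adjustment. None of the 9 passed with fry (lowest adjusted p = 0.050, with 8 lists under an unadjusted p of 0.05) or with camera at an estimated correlation (lowest adjusted p = 0.35, with 0 under an unadjusted p of 0.05). Higher lists were the positively regulated targets (camera adjusted p = 7.8e-16), the cell cycle genes (median 0.71, adjusted p = 2.9e-07; 25 of 25 positive and 0 called), the simple epithelial keratins (median 3.02, adjusted p = 5.3e-05) and the collagens (adjusted p = 0.00034). Lower lists were the epidermal differentiation complex (adjusted p = 1.7e-15), the suprabasal keratinocyte genes (median -3.69, adjusted p = 7.8e-10), the basal keratinocyte genes (median -1.85, adjusted p = 4.5e-08), the S100a genes (median -1.81, adjusted p = 4.3e-07; 9 of 15 called) and the negatively regulated targets (adjusted p = 3.3e-05). The results of both target lists are not independent evidence, since the study chose them partly on these arrays. The median of each of these 9 lists had the same sign on 2 of 2 arrays. The collagens went both ways, with 13 of 44 called higher and 3 called lower and a median of 0.59, which ranged up to 1.93 with the spike-in shift. The ribosomal protein genes had a median of 0.02 with loess (adjusted p = 0.96), 0.87 with median centring and 1.36 with the spike-in shift. That of the cell cycle genes rose from 0.71 to 1.52 and 2.05 under the same changes. At a linear 1.5-fold threshold and the same adjusted p, 16 of 25 cell cycle genes were higher. Their count of 0 called thus belongs to the loess centre and the log2 threshold of 1.5. The Sox list did not pass (adjusted p = 0.77), and its median of 0.11 and its camera direction differed in sign from its mean of -0.13 and its fry direction. The medians of the other 9 lists kept their sign with median centring and with the spike-in shift.

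**Figure D3:**
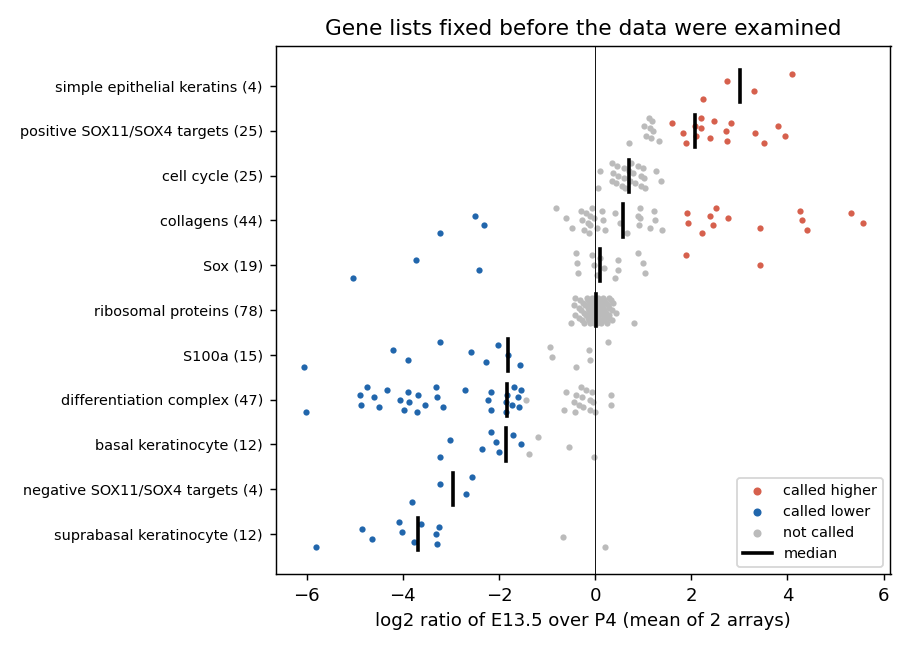
Log2 ratio of E13.5 over P4 (x axis, mean of 2 arrays) of the genes of 11 lists (y axis, with the number of genes), 1 point per gene and a bar at the median. The medians run from 3.02 for the simple epithelial keratins to -3.69 for the suprabasal keratinocyte genes, and the ribosomal protein genes lie at 0.02 under loess, which median centring and the spike-in shift move to 0.87 and 1.36.

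Spike-in transcripts, synthetic RNAs added to each sample in known proportions, were read to check the ratio scale. The fit of observed on expected log ratios in the file headers had a slope of 0.90 on both arrays, with correlations of 0.99 and 0.98. Its intercept was -1.43 on the log2 scale in replicate 1 and -1.26 in replicate 2. After loess, the 10 spike-ins (35 spots each) ranged from -4.12 to 1.38, with a mean of -1.31, and 7 of them lay under 0. The arrays differed by at most 0.36 for any spike-in.

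**Figure D4:**
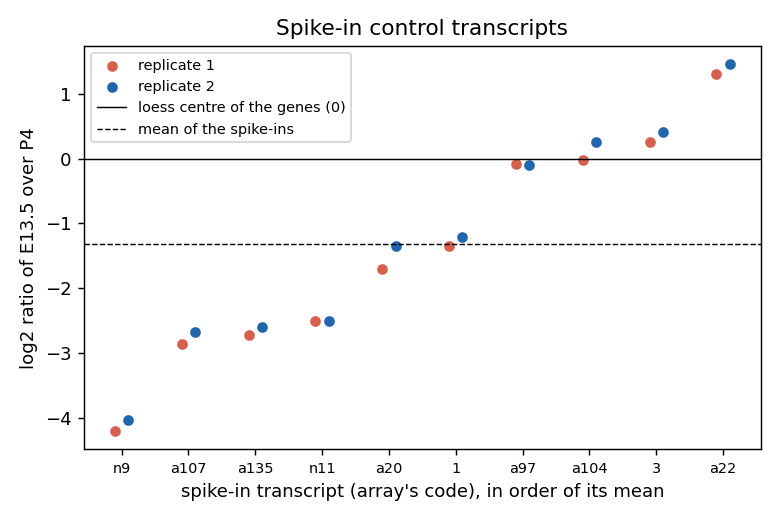
Log2 ratio of E13.5 over P4 after loess (y axis) for 10 spike-in transcripts in order of their mean (x axis), with replicate 1 in red and replicate 2 in blue. The dashed line is their mean of -1.31, and both arrays place 7 of the spike-ins or more under the line at 0.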

Values the study reported

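The study's results text defined its E13.5 epidermal signature as genes that changed relative to P4 by at least 1.5 on the log2 scale at a false discovery rate under 0.05. The caption of its heat map of these arrays gives a fold change over 1.5 and names no log2 scale. Which threshold lies behind its gene counts is therefore uncertain. The study counted 621 genes that were raised both at E13.5 and at the wound edge, of which 32 encode transcription factors. By quantitative PCR on sorted basal cells, the study found Sox4 expression to drop by 2 fold at P4. In the same experiment, Sox11 was not detected at P4, and the study described the level of Sox12 as negligible.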

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

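The alternatives were set before the data were examined, except the spike-in shift, median centring of the spike-ins, and the scanner log ratios of probes above background, which were chosen after seeing the data. With only 2 arrays, leaving out 1 leaves no residual degree of freedom, so each array alone gave values without a test and no counts of calls. At a log2 ratio of 1.5 without a test, replicate 1 alone had 1204 probes higher and 1585 lower, and replicate 2 alone had 1344 and 1698. No dye term could be fitted, since both arrays have the same dye order.

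The counts of probes and genes stayed within 1.5 times the main counts with an offset of 50, without background subtraction, with the mean spot intensity, the deposited processed values, outlier spots kept, the filter on dim probes, the intensity trend with robust variances, unpaired single channels and log2 1.5 at FDR 0.01, and gene counts did so with the mean of all probes. No probe called in the main analysis was called in the opposite direction under any change of processing. Of the 2789 called probes, 2781 stayed called in the same direction with the filter on dim probes, 2714 with the intensity trend, 2401 without background subtraction and 2039 with an offset of 50.

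Looser thresholds raised the counts. A linear 1.5-fold gave 5597 higher and 4943 lower probes and 3484 higher and 3021 lower genes. Without a fold threshold there were 5831 and 5138 probes and 3626 and 3110 genes. Median centring gave 3171 and 969 probes and 2144 and 715 genes, and 2160 of the main calls were kept. The spike-in shift gave 18238 and 529 probes and 8902 and 434 genes, and 1731 calls were kept. With the scanner log ratios, 0 probes and 0 genes were called in either direction, while 2598 probes were higher and 1970 lower at log2 1.5 and an unadjusted p under 0.05 in limma. The scanner software gave 12254 probes the same ratio on both arrays, which left 0.41 prior degrees of freedom. Over probes above background only, 0 were equal, and 2957 probes were higher and 2086 lower, with 1803 genes higher and 1361 lower and 2713 of the main calls kept. So the loss over all probes may come from these equal ratios of dim probes.

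Sox11 ranked 1 on each array alone and under the changes of background, spot intensity, centring, source of the ratios, outlier spots and dim probes. Its rank was not computed under the other alternatives. Among the alternatives run for its log2 ratio, Sox11 lost its call only with the scanner log ratios of all probes (4.64), as did that of Sox12 (2.85), which also fell under the fold threshold with an offset of 50 (1.42). Sox4 gained a call with median centring (1.85) and the spike-in shift (2.37). The cause was not tested for the change in Sox12 with the offset. The spike-in shift moves all probes of an array by one constant by construction, which raised the median of all probes to 1.34. Median centring also moves all probes of an array by one constant, and it raised the median of the ribosomal protein genes to 0.87. Before normalization, the median log2 ratio of all gene spots was 0.66 in replicate 1 and 0.59 in replicate 2. For probes measured in both stages it was 1.38 and 1.19. Such probes, among them 75 of the 78 ribosomal protein genes, thus tend to stay above the centre. Whether the dyes or the RNA made this difference was not tested. Of the 38 named genes, 4 had the main outcome with the scanner log ratios of all probes. These 4 were not called in either case, and the others lost their call. The main outcome held for 32 to 38 named genes under the other changes of processing, and none reversed.

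The median of the epidermal differentiation complex was -1.18 with an offset of 50, -3.90 with the scanner log ratios, -4.18 with those of probes above background, -3.28 with the filter on dim probes and -0.49 with the spike-in shift. The filter takes out genes above background in neither stage, which pull the median to 0. The median of the positively regulated targets was 1.81 with an offset of 50, 2.77 with median centring, 2.44 with both sets of scanner log ratios, 3.42 with the spike-in shift and 1.83 with the mean of all probes. That of the collagens was 0.39, 0.78, 1.24 with the scanner log ratios, 1.51 with those of probes above background, 1.93 and 0.44 under the same changes, 1.19 with the filter on dim probes, and ranged from 0.61 to 0.70 over single arrays. All 3 medians kept their direction.

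The number of gene lists passing with the preset correlation was 9 with an offset of 50, without background subtraction, with the mean spot intensity, outlier spots kept and the filter on dim probes, and 10 with median centring. It was not computed with the scanner log ratios, the deposited values or the spike-in shift. It was 0 with fry and with the estimated correlation. With 1 residual degree of freedom, a correlation between genes cannot be estimated well. The correlation between arrays rose from 0.85 to 0.89 with median centring and to 0.93 with the filter on dim probes. The mean of the spike-ins was -0.58 with median centring. Signal over background limits the smallest ratios that can be read, since 26852 probes were above background in neither stage.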

Other observations

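The tests of erythroid, hair follicle, suprabasal, Y-linked and leukocyte genes, of second probes for dye bias and of probe GC content were chosen only after the result was seen. Those of the second mesenchymal list, the liver list, the spike-ins before normalization and the second probes of discordant genes were set before their values were read. Each shows what these 2 arrays hold.

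Genes of red blood cells were among the higher genes at E13.5. Of 11 erythroid genes, 9 were called higher and 7 were measured in both stages, with a median log2 ratio of 3.54. The globins Hba-a2 (3.61), Hbb-y (3.54) and Hba-x (4.76) were among them. Globin copies are near identical, so their single values are uncertain. A candidate explanation is red blood cell RNA in the E13.5 samples, for which 9 called genes were counted. A change in the epidermal cells themselves was not tested.

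The dermal fibroblast list, which shares Col1a1, Col1a2 and Col3a1 with the collagens, had 7 of 9 genes called higher, with a median of 3.78, while Postn went the other way (-2.47). In a second list of 18 mesenchymal genes without collagens, 11 were called higher and 0 lower, with a median of 1.67. Of the 18, 8 were measured in both stages, among them Fstl1 (4.11) and Vim (3.31). Sparc (0.34), Igf1 (0.15), Snai2 (-0.32) and Thy1 (-1.28), also measured in both stages, were not called. The values are consistent with dermal mesenchyme RNA in the E13.5 samples as a source of part of the collagen signal. Other collagens called higher, such as Col2a1 (4.26) and Col9a1 (2.22), are on neither list, and their source was not tested. In the study's methods, E13.5 skin was dissociated whole whereas P4 epidermis was separated from dermis first. Twist2, Vcan, Pcolce and Serpinf1 among the positively regulated targets are also expressed by mesenchyme, and how much of their log2 ratios comes from such cells was not tested. Expression of these genes by embryonic epidermal cells stays open.

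Afp, a serum protein of the fetal liver, was above background only at E13.5. Its fitted ratio was 24.6-fold in the main analysis, a log2 ratio of 4.62. The fitted log2 ratio fell to 3.67 with an offset of 50, so 24.6-fold is not a firm lower bound. Of 12 other abundant liver transcripts, 6 were called higher and 0 lower, with a median of 1.37, and the rule set beforehand asked for more than 6. Ttr and Alb were called, while Apoa1, Apob and Apoa2 were not. Of these, Apoa1 and Apob were dim, and Apoa2 was above background in both stages, so they exclude little. Fetal liver RNA in the E13.5 samples cannot be told apart from another source of Afp by these values, since the genes not called are too dim or are also present at P4. Expression of Afp by the E13.5 cells themselves was not tested.

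At P4, hair follicle genes were high. Of 11 hair follicle genes, 7 were called lower at E13.5, with a median of -3.07, and the inner root sheath keratins Krt71 (-5.30), Krt28 (-5.39) and Krt25 (-5.48, above background at E13.5 on 1 of 2 arrays) led them. Msx2 (1.00) and Edar (0.87) went the other way, past the adjusted p but not the fold threshold, and Hoxc13 was at 0.21. Likewise, 10 of 12 suprabasal genes were called lower. Hair follicle cells in the P4 samples may account for the 7 genes and suprabasal cells in the P4 samples for the 10. Of these lists, 9 of 11 and 10 of 12 genes were measured in both stages. Expression of these genes by basal cells at P4 stays open. Some hair keratins also differed between replicates, with Krt33a at -3.81 in replicate 1 and -5.85 in replicate 2, and Krt28 at -4.64 and -6.14. Krt71 (-5.15 and -5.44) and Krt25 (-5.28 and -5.69) differed less.

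With loess, the other lists of cell types moved less. The endothelial list had 1 of 8 genes called higher (median 0.65), the skeletal muscle list 1 of 9 (0.55) and the Schwann list 1 of 7 (0.61). The melanocyte list had 2 of 8 called lower (median -0.91) and the leukocyte list 1 of 11 (-0.44). With the spike-in shift, the medians of the melanocyte (0.43) and leukocyte (0.90) lists turned positive, and the leukocyte median did so with median centring as well (0.09). The endothelial, skeletal muscle and Schwann medians rose to 2.00, 1.90 and 1.95 with the spike-in shift. They were 1.83, 1.22 and 0.79 with the scanner log ratios and 0.51, 0.50 and 1.19 with median centring. An offset of 50 lowered them to 0.33, 0.29 and 0.49.

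Xist, which is transcribed from the inactive X chromosome of female cells, was at -1.65 in replicate 1 and 1.53 in replicate 2. The Y-linked genes Ddx3y, Eif2s3y and Uty ran the other way, at 0.71, 0.47 and 0.48 in replicate 1 and -0.83, -1.10 and -0.70 in replicate 2. Their median difference between replicates was 1.54. Over both arrays, the median of 4 Y-linked genes was -0.13 and Xist was at -0.06. This is consistent with a different sex mix of the E13.5 and P4 pools in each replicate, with more male RNA at E13.5 in replicate 1 and at P4 in replicate 2. No sex-linked gene of this set was called.

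Of the leukocyte genes above background on any array, 9 of 9 were lower in replicate 1 than in replicate 2. Among those measured in both stages, the largest differences, replicate 1 minus replicate 2, were in Cd74 (-1.68) and H2-Ab1 (-1.54). The class II genes and Cd207 are also expressed by Langerhans cells, which reside in the epidermis. An unequal share of immune cells between the replicates may explain the 9 genes. Over all 11 genes of the list, the median was -0.60 in replicate 1 and 0.20 in replicate 2. The value of 0.20 is that of Lyz2, which was above background in neither stage. Among the 9 genes above background, the middle value was -0.98 in replicate 1 (Ptprc) and -0.13 in replicate 2 (H2-Ab1), negative on both arrays.

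Genes measured in both stages that differed by at least 1.5 on the log2 scale between replicates numbered 72 of 12353. In 11 of the 16 with a second probe in both stages (68.8%), that probe differed the same way by at least 0.75, for example in Arpc3 (2.06 and 2.63), Prmt1 (1.87 and 1.32) and U2af2 (-1.58 and -1.77). This argues against a change of single probes, such as a strain variant under the probe or a spot artefact, as the cause for the set. A difference between the RNA samples stays open, and what made it was not tested.

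Since the dyes were not swapped, a probe with its own dye bias could be called. For 529 called genes there was a second probe of another sequence above background in at least 1 dye on at least 1 array. That probe had the same sign in 97.2% of them, against 76.3% of 3855 genes not called. It was itself called in 54.1% of the 529. Removing the trend of log2 ratio on probe GC content moved the probes by a median of 0.0049 and by at most 0.47 on the log2 scale, under the fold threshold of 1.5, and the median GC content was 43.3% in the higher, the lower and all probes. The values argue against dye bias of single probes as the main source of the calls, and against a GC trend as the whole cause of any call. A dye effect shared by all probes of a transcript cannot be excluded with these arrays.

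The brightest-probe rule can pick a probe that behaves unlike the rest of its gene. For Sox5 the chosen probe had a log2 ratio of -0.06 and was above background in both stages, while its other probes were above background in neither.

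The spike-ins read lower at E13.5 than the typical gene. Before any normalization their mean log2 ratio was already -1.24 relative to the median probe measured in both stages. Relative to the median of all probes, dim ones included, it was -0.60 in replicate 1 and -0.55 in replicate 2. Both argue against loess as the whole cause, but how much loess adds depends on the reference and stays open. Unequal amounts of messenger RNA or of spike-in mix in the 2 stages could each give the mean of -1.31 after loess, and they cannot be told apart, since no value in the files measures either amount. If the spike-ins were taken as the reference, most genes would read higher at E13.5, as the spike-in shift shows.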
